A study of Mus musculus with 13 samples.

How the data were processed

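Messenger RNA was measured by sequencing in glomeruli, the filtering units of the kidney, purified with magnetic beads from mice aged 6 months on a mixed background of 3 laboratory strains. Per the labels, the libraries were stranded poly(A) libraries read from both ends on an Illumina NextSeq instrument. The 13 libraries fall into 3 genotypes: 4 libraries of the light-chain genotype labelled LCDD, 4 of the genotype labelled DH-LMP2A and 5 of wild type (WT). Per the series description, each library pooled 3 mice, except 3 WT libraries that came from single mice. Replicates are numbered in the order of deposition within each genotype.

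The deposited table holds raw read counts per gene, made by the authors with featureCounts, per the file headers, which carry that program's annotation columns. The headers and the labels do not state the aligner, the strand setting, the handling of reads that match several places, or the gene annotation. The table also holds the summed exon length of each gene, as deposited. All 13 count columns carry the title of a single sample, and 0 further columns of counts were left over. The gene symbols and spans were compared with GENCODE M21 on the mouse build GRCm38: 44189 of the 46958 genes matched by symbol, and 99.92% of the matched genes overlapped their annotated span. Coordinates below are those of the deposited table on that build. 27 symbols appear as dates and were left as found, and 2 symbols occurred more than once and were made unique.

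Total counts per library ran from 16687509 to 30587890. A floor of 3 counts, which is 0.0981 to 0.180 CPM (counts scaled by the library total) depending on the library, was taken as the smallest detectable level. Where every library of a group lay at or under the floor, the fold change is a lower bound computed against it. The libraries carry no molecular identifiers, so this floor covers counting error only. Chi-square values per degree of freedom, over genes with at least 20 counts in a pair of libraries, ran from 12.6 to 235.1 across the 22 pairs of the same genotype, so no pair looked like one library deposited a second time. That the libraries are separate replicates rests on the labels.

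Genes were tested with edgeR 4.0.16 in R 4.3.3. The edgeR function filterByExpr, grouped by genotype with a minimum count of 10, kept 16738 genes and dropped 30220, with at least 99.93% of the counts of each library kept. Counts were scaled with TMM factors. All 13 libraries entered one quasi-likelihood fit (glmQLFit and glmQLFTest) with 1 coefficient per genotype and no other covariate, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene is called here where the adjusted p is under 0.05. Standard errors (SE) are the log2 fold change divided by the square root of the F statistic. Values per library are TMM-scaled CPM, and log2 CPM uses a prior count of 2.

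A set of 20 gene lists was written by hand before the data were examined, as were the tests, the alternatives and the rule for naming genes. Sets with at least 3 tested genes were tested with camera from limma 3.58.1, with the correlation between genes estimated for each set. The mean log2 CPM of each set was also compared between genotypes by a two-sided exact permutation test, which cannot give a p under 0.0286 for 4 against 4 libraries or under 0.00794 for 4 against 5. It exchanged libraries without regard to the title code described below. The genes named are, for each comparison, the 5 largest rises and the 5 largest falls among called genes with a mean of at least 1 CPM and the same direction under every title code that holds both genotypes, leaving out predicted genes. To these were added 13 genes fixed in advance, whatever their p (a further gene of that list is not reported here), and the pair of members with the smallest p in each called set.

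The sample titles carry a 6-digit code that libraries of different genotypes share. It takes 4 values, and WT has no library under the second of them in ascending order. The meaning of the code is not stated, and it was treated as a batch that pairs libraries across genotypes. Each result was computed without the code and again with the code as an additive block. The correlation of the deviations of same-code libraries from their genotype means is given beside each result.

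The edgeR and camera steps were tested on simulated counts drawn for the 16738 genes from the means and library sizes of the data, with 200 genes changed in LCDD. Of the changed genes, 89% were called against DH-LMP2A with 4 false calls, and 88.5% against WT with 7 false calls. The comparison in which nothing was changed gave 0 calls. In the same data DESeq2 1.42.0 called 93.5% of the changed genes with 40 false calls among 227. The changed genes were taken from well-counted genes and changed by more than 1 on the log2 scale in either direction. Genes were drawn independently, with no effect of the title code or of sex. The shares recovered and the false calls may therefore not hold for the real data.

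The alternatives were DESeq2, RLE size factors, no filter on low counts, a filter on a mean of at least 5 CPM, a fit of only the genotypes compared, the block, leaving out each replicate in turn, an added minimum of 1 for the absolute log2 fold change, leaving out the 3 single-mouse WT libraries, a tubule marker covariate and a sex marker covariate. For gene sets, a fixed correlation of 0.01 and the fry test of limma were also run. The block together with the sex marker covariate was added after the data had been seen. The sex marker score is log2 CPM of Xist minus the mean of 4 Y-linked genes, and the tubule score is the mean log2 CPM of the tubule gene sets. Reads from introduced sequences were not analysed here.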

Results

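RNA of purified renal glomeruli was sequenced from 3 mouse genotypes at 6 months, an age the description places at the onset of glomerular scarring. Light chain deposition disease (LCDD) is a disorder in which monoclonal immunoglobulin light chains deposit in the kidney, and the series title asks how such free light chains affect the glomerulus. The LCDD genotype is given in the labels with the further name kFRA, and DH-LMP2A is a genotype that the labels name without describing. The data comprised 4 LCDD, 4 DH-LMP2A and 5 WT libraries. LCDD libraries held 18604929 to 26544422 counts, DH-LMP2A libraries 17274426 to 26143996 and WT libraries 16687509 to 30587890.

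The title code separated the libraries more than the genotype did on the first principal component of log2 CPM. That component held 34.7% of the variance, and the code accounted for 86% of its spread (permutation test, one-sided, 10000 permutations, p = 0.0009), against 21.3% for the genotype (p = 0.294 by the same permutation test). The tubule score had a correlation of -0.915 with the first component. That component therefore cannot be assigned to the code rather than to tubule content. The genotype accounted for 76.4% of the second component (permutation p = 0.0026) and 67.4% of the third (permutation p = 0.0055). The lowest total counts, 16687509 to 18604929, belonged to the 3 libraries with the third of the codes in ascending order.

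**Figure D1:**
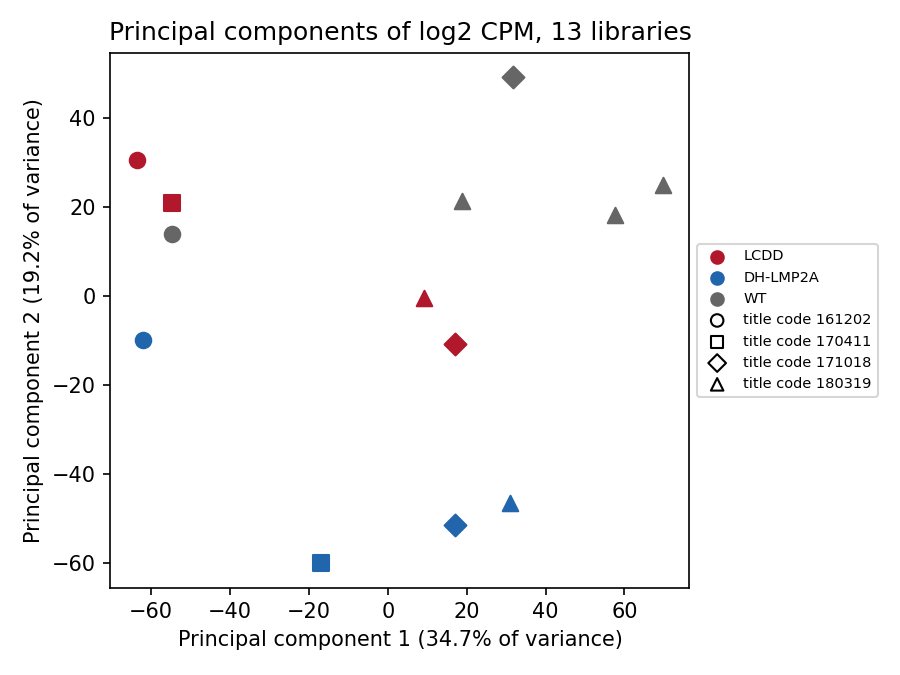
Each point is a library placed by its scores on the first component (x axis, 34.7% of variance) and the second (y axis, 19.2%) of log2 CPM, with colour for genotype and shape for title code. The circles, the lowest code, lie at the left, and DH-LMP2A replicates 2, 3 and 4 lie lowest on the y axis.

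The labels give no sex, and the sex-linked transcripts differed between libraries. Ddx3y, a Y-linked gene, had 0 counts in WT replicates 1, 4 and 5 and 1 count in WT replicate 3, where Xist had 19939, 30438, 25303 and 41308 counts. WT replicate 2, a pool, had 197 Ddx3y counts and 9018 Xist counts. LCDD replicate 3 had 1861 Ddx3y counts and 9 Xist counts. The other 7 LCDD and DH-LMP2A pools held both transcripts, with 208 to 2296 Ddx3y counts. Comparisons with WT therefore also compare libraries of different sex composition.

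**Figure D2:**
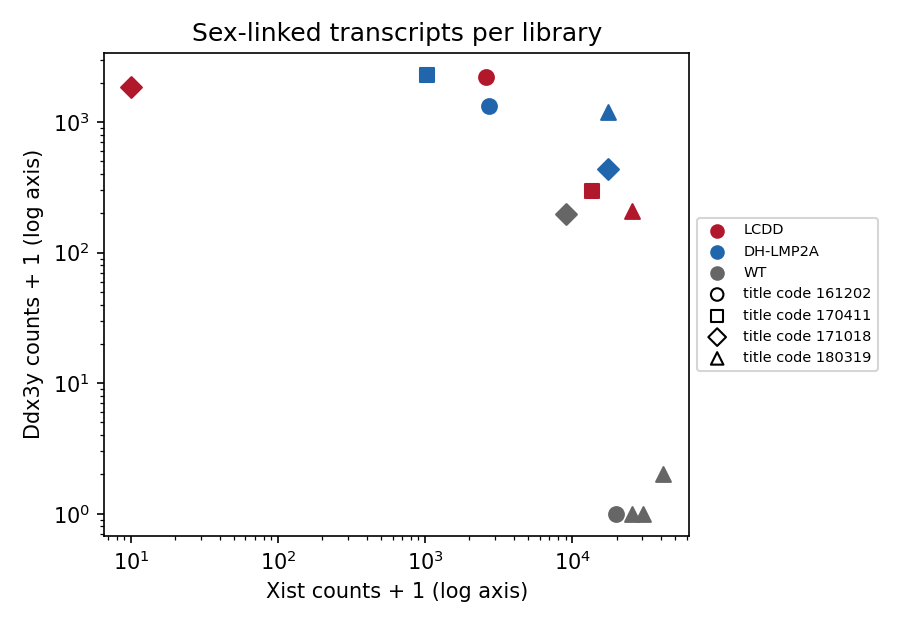
Counts of Xist plus 1 (x axis, log scale) and of Ddx3y plus 1 (y axis, log scale) for each library, with colour for genotype and shape for title code. The 4 WT libraries at the bottom right had at most 1 Ddx3y count, and LCDD replicate 3 at the left had 9 Xist counts.

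LCDD was compared with DH-LMP2A, both pools of 3 mice present under each of the 4 title codes. The edgeR quasi-likelihood test called 334 of 16738 genes at an adjusted p under 0.05, of which 218 were higher and 116 lower in LCDD, and 2193 genes had an unadjusted p under 0.05. Same-code libraries deviated together, with a mean correlation of 0.421 across genes against -0.139 for libraries of different codes. With the code as a block, 1021 genes were called, 543 higher and 478 lower, and 333 genes were called in both fits. The alternative that moved this count most was the tubule marker covariate, with 1056 genes.

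The largest rise against DH-LMP2A was that of the pseudogene Ftl2-ps (chromosome 4, 125504288 to 125504839), at 111 ± 2.23 CPM (SD, n = 4) in LCDD and at most 3 counts in every DH-LMP2A library, so at least 9.68 higher on the log2 scale (edgeR adjusted p = 2.48e-08). BC018473 (chromosome 11) and Mir692-1 (chromosome 17) were also at or under the floor in DH-LMP2A, and rose by at least 6.36 and 5.82 on the log2 scale. H2-Q6 (chromosome 17, 35424850 to 35430055) was higher by 6.20 ± 0.67 (SE) on the log2 scale, with 2240 ± 1412 CPM (SD, n = 4) in LCDD and 30.5 ± 18.6 CPM (SD, n = 4) in DH-LMP2A (edgeR adjusted p = 0.000535). Its neighbour H2-Q7 was higher by 5.14 ± 0.59 (SE). The largest falls were Hist2h2bb (log2 fold change -5.89), Angptl7 (-5.34), Trim12a (-5.31), Masp2 (-4.62) and Xpnpep2 (-4.45), with edgeR adjusted p from 0.00485 to 0.0277. Angptl7 and Masp2 lie near each other on chromosome 4, at 148495183 and 148602554. Ftl2-ps, Mir692-1, H2-Q6, H2-Q7, Hist2h2bb and Trim12a have close relatives in the genome. How the counting treated reads shared with them is not stated, so their values are uncertain. Mir692-2 was itself called, 3.45 higher in LCDD on the log2 scale.

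Among the 13 genes fixed in advance, the proliferation genes and tenascin C differed between LCDD and DH-LMP2A. Mki67 (chromosome 7) had 30.6 ± 5.61 CPM (SD, n = 4) in LCDD and 4.99 ± 1.40 CPM (SD, n = 4) in DH-LMP2A, a log2 fold change of 2.62 ± 0.33 (SE, edgeR adjusted p = 0.00152). Top2a (chromosome 11) was higher by 2.68 ± 0.34 (SE, edgeR adjusted p = 0.00152). Tnc (chromosome 4) was higher by 2.43 ± 0.45 (SE, edgeR adjusted p = 0.0164), with 156 ± 117 CPM (SD, n = 4) against 28.8 ± 8.66 CPM (SD, n = 4). Col4a1 was higher by 1.09 ± 0.27 (SE) with an edgeR adjusted p of 0.0646 without the block and 0.0305 with it, and it was not called in LCDD against WT (0.902, and 0.984 with the block). The podocyte gene Nphs1 had a log2 fold change of -0.73 ± 0.54 (SE), not called without the block (edgeR adjusted p = 0.634) and called with it (0.0384). Col1a1, Col3a1, Fn1, Igkc, Ighm, Jchain, Xist and Ddx3y were not called in either fit. Adjusted over the list alone, 5 of the 13 genes passed, against 3 over all genes tested. Col1a1 was among the 5 and was lower in LCDD, with a log2 fold change of -1.57 ± 0.49 (SE). Its edgeR p was 0.0175 adjusted over the list and 0.139 over all genes.

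LCDD was next compared with WT. The edgeR test called 308 genes, 217 higher and 91 lower in LCDD, with 2002 at an unadjusted p under 0.05. The mean correlation of same-code deviations was 0.214, and with the code as a block 536 genes were called, 343 higher and 193 lower, of which 278 were also called without it. The sex marker covariate left 33 genes, and leaving out the 3 single-mouse WT libraries left 50.

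Against WT, Ftl2-ps was again at or under the floor in every library of the other genotype and higher in LCDD by at least 9.74 on the log2 scale (edgeR adjusted p = 7.15e-09), followed by BC018473 (at least 6.42) and Mir692-1 (at least 5.89). Slco1a1 and Cyp2j13 were higher by 6.38 ± 1.19 and 5.73 ± 0.90 (SE). Neither passed under the sex marker covariate or without the single-mouse WT libraries. The largest falls were Cldn34c1, at or under the floor in LCDD (log2 fold change of -4.95 or beyond), Igha (-7.79 ± 0.73, SE), Trim12a (-5.98), Nxpe2 (-5.58) and Nxpe4 (-5.23). Igha, the constant region of immunoglobulin A, had 0.131 ± 0.0944 CPM (SD, n = 4) in LCDD and 30.8 ± 20.3 CPM (SD, n = 5) in WT. Igkc (chromosome 6) had a log2 fold change of -2.47 ± 0.40 (SE, edgeR adjusted p = 0.00711) and Jchain had a log2 fold change of -3.07 ± 0.60 (SE, edgeR adjusted p = 0.0194). Mki67 and Top2a were higher by 2.30 ± 0.30 and 2.62 ± 0.31 (SE), with edgeR adjusted p of 0.00177 and 0.000775. Foxm1, a member of the called cell cycle set, was higher by 1.65 ± 0.19 (SE, edgeR adjusted p = 0.000698). Top2a and Foxm1 did not pass under the sex marker covariate, nor Top2a without the single-mouse WT libraries. Tnc was higher by 1.93 ± 0.41 (SE, edgeR adjusted p = 0.0299), and not called with the block (0.0588). Of the fixed genes, 7 of 13 passed when adjusted over the list alone and 5 over all genes.

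DH-LMP2A was compared with WT to measure that genotype by itself. The edgeR test called 105 genes, 46 higher and 59 lower in DH-LMP2A, with 2085 at an unadjusted p under 0.05. With the block, at a mean same-code correlation of 0.298, 562 genes were called, 297 higher and 265 lower, and 104 of the 105 were among them. The sex marker covariate left 17. The largest rises were the solute carrier, cytochrome and glucuronosyltransferase genes Slco1a1 (7.93 ± 1.22, SE), Cyp2j13 (6.96 ± 0.92), Slc7a13 (6.64 ± 1.08), Cyp4a12a (6.33 ± 0.78) and Ugt2b38 (6.27 ± 0.84) on the log2 scale. None of them passed under the sex marker covariate, and none passed without the single-mouse WT libraries. The largest falls were Igha (-7.34 ± 0.71, SE), Cldn34c1 (log2 fold change of -4.85 or beyond), H2-Q6 (-6.07 ± 0.66), Nxpe4 (-5.21 ± 0.36) and Nxpe2 (-5.13 ± 0.54). Igkc had a log2 fold change of -2.97 ± 0.41 (SE, edgeR adjusted p = 0.00608) and Jchain of -3.41 ± 0.62 (SE, edgeR adjusted p = 0.0295). Mki67, Top2a and Tnc were not called (edgeR adjusted p = 0.702, 0.967 and 0.650). Col4a1 was lower in DH-LMP2A, at a log2 fold change of -0.91 ± 0.26 (SE, edgeR adjusted p = 0.165) and of -1.09 with the block, where it was called (edgeR adjusted p = 0.0466). Ddx3y was called with the block (edgeR adjusted p = 0.0425) and not without it (0.201). Of the fixed genes, 5 of 13 passed when adjusted over the list alone and 2 over all genes.

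Genes that set LCDD apart from both other genotypes were counted as those called in the same direction against each. There were 151 such genes, 124 higher and 27 lower in LCDD, and 1 gene was called in opposite directions. With the block there were 265, 188 higher and 77 lower. The LCDD libraries enter both comparisons, so the counts are not independent. Of the 26 genes called both for LCDD against DH-LMP2A and for DH-LMP2A against WT, all 26 had LCDD and WT on the same side of DH-LMP2A. The DH-LMP2A libraries enter both of those comparisons, so their error alone favours this agreement. No conclusion is drawn from it.

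**Figure D3:**
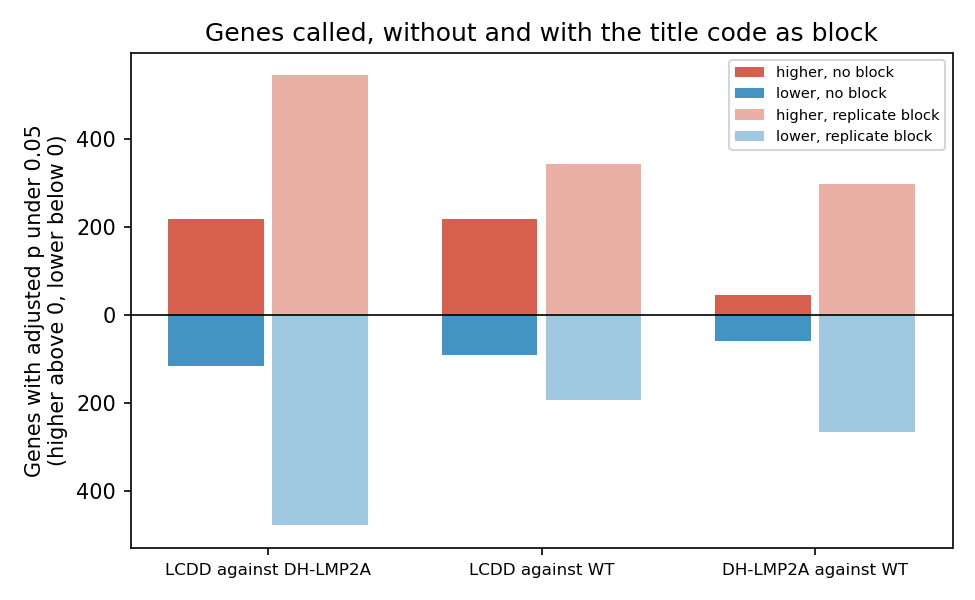
Number of genes with an edgeR adjusted p under 0.05 (y axis) in each comparison, higher in the first-named genotype above 0 and lower below it, without the block (dark) and with the title code as a block (light). LCDD against DH-LMP2A went from 334 to 1021 genes, LCDD against WT from 308 to 536, and DH-LMP2A against WT from 105 to 562.

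The cell cycle set, 43 genes of S, G2 and M phase, had the largest mean change of the sets in LCDD against DH-LMP2A. Its mean log2 fold change was 1.51, 41 of 43 members were higher and 23 were called higher. The camera test adjusted over the 20 sets gave p = 0.0679, and 0.171 with the block at the same-code correlation of 0.421, so no set was called, with 3 sets at an unadjusted p under 0.05. The mean log2 CPM of the set was 2.71 ± 0.43 (SD, n = 4) in LCDD, 1.31 ± 0.17 (SD, n = 4) in DH-LMP2A and 1.26 ± 0.21 (SD, n = 5) in WT, and each LCDD library lay above all others. The difference from DH-LMP2A on the log2 scale was 1.79, 1.63, 1.16 and 1.01 under the 4 title codes in ascending order. The exact permutation test of these means gave p = 0.0286, the smallest that 4 against 4 libraries allow, and 0.143 after adjustment over the sets. This test ignored the title codes. Only 8 splits against DH-LMP2A and 16 against WT keep them, too few for a p under 0.05. Against WT the mean log2 fold change was 1.54 with 26 of 43 members called higher, and it was the set with an adjusted camera p under 0.05 (0.0338, and 0.0505 with the block at a same-code correlation of 0.214). The exact permutation p against WT was 0.00794, the smallest possible, and 0.0794 adjusted. In DH-LMP2A against WT the mean log2 fold change of the set was 0.0355 (limma camera adjusted p = 0.953).

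**Figure D4:**
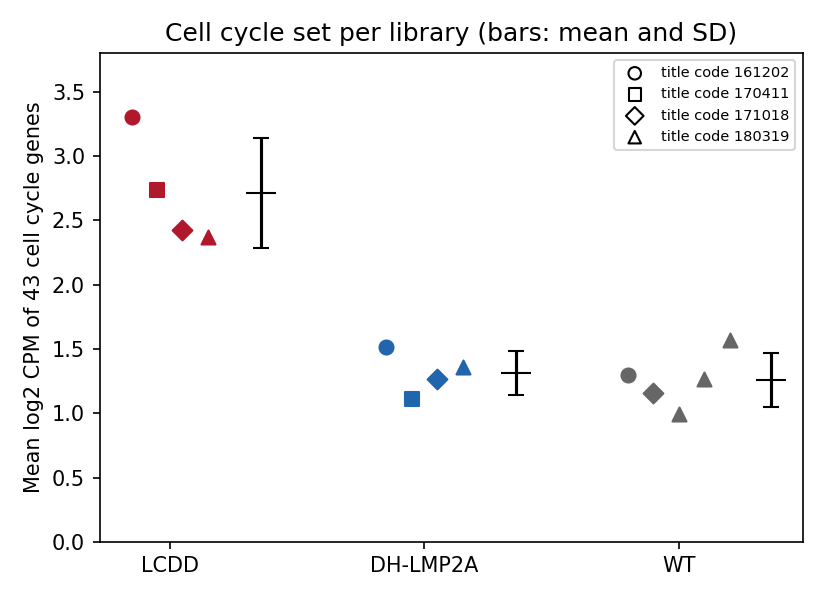
Mean log2 CPM of the 43 cell cycle genes (y axis) for each library by genotype (x axis), with shape for title code and black bars for the mean and SD. The 4 LCDD libraries lie between 2.37 and 3.31, and the 9 others at 1.57 or less.

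No other set passed the adjusted threshold in any comparison. The mesangial set had a mean log2 fold change of 0.37 against DH-LMP2A (limma camera adjusted p = 0.121) and 0.36 against WT (0.102). Its exact permutation p was 0.0286 against DH-LMP2A and 0.00794 against WT, the smallest possible (0.143 and 0.0794 adjusted). Each LCDD library had a mean log2 CPM of at least 8.108 for this set, above all others (at most 8.06). The matrix remodelling set changed by 0.74 against DH-LMP2A (0.151) and the fibrillar collagen set by 0.50 against WT (0.102). The interferon response set changed by 0.935 against DH-LMP2A, with 28 of 28 members higher (limma camera adjusted p = 0.503). Its exact permutation p was 0.0286 (0.143 adjusted). Against WT it changed by 0.049 (limma camera adjusted p = 0.831). The podocyte set changed by -0.40 against DH-LMP2A and -0.49 against WT, with adjusted camera p of 0.673 and 0.641. In DH-LMP2A against WT no set was called, with 2 at an unadjusted p under 0.05, and the lowest adjusted camera p was 0.437. With the block, the lowest adjusted camera p in that comparison was 0.0926, for the immunoglobulin set.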

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

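Across 162 groups of values (total counts, log2 CPM of the named genes and mean log2 CPM of the gene sets, each within a genotype), 23 had a library far from the others, where chance gives about 8.1. The title code test, the thinning test and the permutations were set out before their results were seen; the tests on low counts, on the interferon set, on a swap of WT replicate 2 and on single values that follow the code were chosen after the values had been seen.

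WT replicate 2 stood apart most often. Its mean log2 CPM was 6.26 for the interferon response set, where the other WT libraries lay between 3.98 and 4.26. It had 7.12 for the lysosome set against 6.83 to 6.86, 4.91 for the matrix remodelling set against 4.29 to 4.46, and 2.58 for the Y-linked set against -3.57 to -3.33. Among single genes its log2 CPM was 11.7 for H2-Q6 (others at most 10.9), 3.62 for Ddx3y, -0.79 for Slco1a1 (others -3.57) and -1.14 for Xpnpep2 (others at least 2.02). This library is a pool and the only WT library with more than 1 Ddx3y count, so the Y-linked values may reflect mice of both sexes in the pool. The title code was tested as a source of the high interferon value: in 0 of the other 2 genotypes did the library of the same code have the highest value, since the highest were LCDD replicate 1 (5.56) and DH-LMP2A replicate 1 (4.38). A swap with another genotype goes against the counts of this library, which had 58 for Cldn34c1 (at most 1 in each LCDD and DH-LMP2A library), 188 for Igha (at most 7) and 331 for Nxpe4 (at most 14). Its 2 Ftl2-ps counts, against at least 2031 in each LCDD library, also go against LCDD material in the pool. WT replicate 2 also had the highest WT mean for the macrophage and neutrophil set (4.35, others 2.11 to 2.92). The same held for the complement and acute inflammation set (3.68, others 1.79 to 3.27), though neither value was flagged. Immune content was not tested as a source, and the cause of the interferon value was not found.

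WT replicate 1 had a log2 CPM of 1.15 for Jchain (others 2.99 to 3.72), 4.25 for Fn1 (3.25 to 3.51), 2.37 for Cldn34c1 (1.80 to 1.94) and 3.60 for Nxpe2 (2.70 to 2.95). In LCDD, replicate 3 had 18604929 counts against 25276687 to 26544422, and a log2 CPM of 2.08 for Slc7a13 (3.24 to 3.40). LCDD replicate 1 had 3.97 for Ighm (2.60 to 2.79) and 2.28 for Col3a1 (-0.01 to 0.19), LCDD replicate 4 had -2.30 for Jchain (0.21 to 0.67), and LCDD replicate 2 had -3.04 for Cldn34c1 (others -3.57). In DH-LMP2A, replicate 1 had 0.40 for Trim12a (4.62 to 5.07) and 6.92 for the oxidative phosphorylation set (others at most 6.56), replicate 2 had -0.73 for Nxpe4 (-1.25 to -1.18), replicate 3 had -1.23 for Igha (-2.20 to -2.10) and replicate 4 had 0.30 for the immunoglobulin and plasma cell set (1.25 to 1.31).

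Technical explanations were tested over these values together. If the title code were the source, same-code libraries of the other genotypes would deviate the same way: 23 of 48 did, or 47.9%, against a mean of 45.4% in 2000 reassignments of the codes within genotypes (permutation p = 0.372). The values as a whole thus did not follow the code. In 3 of them, though, the most extreme library of each genotype had the same code. The total of LCDD replicate 3 was low as were those of DH-LMP2A replicate 3 (17274426) and WT replicate 2 (16687509), which have the same code and the lowest totals of their genotypes. Ighm was highest in replicate 1 of each genotype, all of the lowest code, at 15.5, 12.7 and 46.3 CPM in LCDD, DH-LMP2A and WT. The immunoglobulin and plasma cell set was lowest in a library of the highest code in each genotype, though 3 of the 5 WT libraries have that code. The oxidative phosphorylation set of DH-LMP2A replicate 1 also went with the code in direction. Replicate 1 was highest in WT (6.73) and lay above the genotype mean of 6.58 in LCDD (6.68). For these values the code remains a candidate source. After all libraries were thinned to the smallest total of 16687509 counts, 15 of the 22 values for genes and sets still stood apart, so library size may contribute to the other 7 and not to these. Of the 16 single genes, 3 (Cldn34c1 in LCDD, Igha in DH-LMP2A and Slco1a1 in WT) had at most 10 counts in every library of the group, where a single read moves the value. Differences between the mice of each pool were not tested.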

How the results depend on the processing

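The cell cycle set was higher in LCDD than in both other genotypes in each alternative run on gene sets (DESeq2 and the added fold change minimum were run on genes alone), while the number of called genes moved widely. The cause was not tested unless a value is given for it. The RLE size factors kept all 3 gene counts within 1.5 times, at 324, 310 and 105. So did an added minimum absolute log2 fold change of 1, at 273, 248 and 90 genes. No filter gave 293, 287 and 120.

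Gene counts below are in the order LCDD against DH-LMP2A (334 in the main setting), LCDD against WT (308), DH-LMP2A against WT (105), and shared by the LCDD comparisons (151). DESeq2 called 812, 728, 460 and 337, with all 334, 308 and 105 edgeR calls among its own. It put 59.2% of the LCDD against WT calls higher in LCDD, against 70.5% with edgeR. In the simulated data, which carry no title code effect, it made 40 false calls where edgeR made 4. A mean of at least 5 CPM left 153, 116, 54 and 49. Fits of only the genotypes compared gave 213 and 186 genes for the LCDD comparisons and 74 shared. The replicate block on the title code gave 1021, 536, 562 and 265; the common dispersion went from 0.107 to 0.0495 with it. Leaving out the 3 single-mouse WT libraries gave 222, 50, 68 and 22. The tubule marker covariate gave 1056, 308, 778 and 152. The sex marker covariate left 33 for LCDD against WT, 17 for DH-LMP2A against WT (0 of them higher) and 20 shared, with 33 and 16 of the main calls among them, and for LCDD against DH-LMP2A 286 with 269 of the main calls among them. The replicate block with the sex marker covariate, chosen after the data had been seen, gave 720, 17, 14 and 13.

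Leaving out one replicate at a time gave 117 to 476 genes for LCDD against DH-LMP2A over 8 fits, 172 to 450 for LCDD against WT over 9, 26 to 407 for DH-LMP2A against WT over 9 and 62 to 192 shared over 13. In the same fits 0 to 1, 0 to 3 and 0 to 1 gene sets were called. The mean log2 fold change of the cell cycle set stayed between 1.24 and 1.62 against DH-LMP2A (adjusted camera p from 0.0149 to 0.218) and between 1.28 and 1.66 against WT (0.00784 to 0.143).

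Gene sets called in the main setting numbered 0, 1 and 0 for LCDD against DH-LMP2A, LCDD against WT and DH-LMP2A against WT, with 3, 3 and 2 at an unadjusted p under 0.05. With no filter the cell cycle set passed against DH-LMP2A (1 set, mean log2 fold change 1.49), as it did at a mean of at least 5 CPM (0.94), where 1, 4 and 1 sets were called. A correlation fixed at 0.01 called 12, 10 and 11 sets with the cell cycle set (1.51) among those against DH-LMP2A, and fry called 3, 4 and 1 with the cell cycle set at 1.51. Against WT the set no longer passed, with 0 sets called, under fits of only the genotypes compared (1.55), the replicate block (1.51), the tubule marker covariate (1.40), the sex marker covariate (1.57) and the block with the sex marker covariate (1.52), and without the single-mouse WT libraries its mean change was 1.55 at an adjusted camera p of 0.0762.

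Of 1288 values of named genes under alternatives, 1157 kept direction and side of the threshold, 83 no longer passed, 14 newly passed and 34 reversed. All reversals fell on genes fixed in advance with no call in the main setting. For LCDD against WT, Col4a1 had a log2 fold change of -0.0227 with the replicate block, -0.0245 with the sex marker covariate and -0.0234 with both; Col3a1 had -0.0487 with the sex marker covariate and -0.58 with both; Xist had 1.20 and 2.29. For DH-LMP2A against WT, Xist had 2.21 with the sex marker covariate and 2.98 with both, Nphs1 -0.21 and Mki67 0.0111 with the sex marker covariate, Mki67 0.31 without the single-mouse WT libraries, and Col3a1 -0.20 with both. Leaving out one replicate moved, for LCDD against DH-LMP2A, Ighm from -0.19 to 0.70, Xist from -1.25 to 0.38, Ddx3y from -0.62 to 0.30 and Col3a1 from -1.19 to 0.0271. For LCDD against WT it moved Col1a1 from -0.79 to 0.14, Col3a1 from -0.51 to 0.70 and Col4a1 from -0.0682 to 0.33. For DH-LMP2A against WT it moved Nphs1 from -0.13 to 0.34 and Top2a from -0.25 to 0.0801.

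Mki67 and Top2a passed against DH-LMP2A in all 18 alternatives, with adjusted p up to 0.0148. Against WT, Top2a failed in 3 of 19 (the sex marker covariate, the block with it, and without the single-mouse WT libraries), Foxm1 in 2 of 19 (the sex marker covariate and the block with it) and Mki67 in 1 of 19 (the block with the sex marker covariate). Tnc failed against DH-LMP2A in 2 of 18, without DH-LMP2A replicate 2 or 3, and against WT in 11 of 19. Hist2h2bb, Masp2 and Xpnpep2 failed against DH-LMP2A in 7 of 17, 5 of 17 and 3 of 18 alternatives, each of which left out one replicate. Jchain failed in 6 of 18 for LCDD against WT and 9 of 18 for DH-LMP2A against WT, and Slc7a13 in 7 of 19 for DH-LMP2A against WT. Depth limits the genes at or under 3 counts in a genotype, such as Ftl2-ps and Cldn34c1, whose fold changes are lower bounds.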

Other observations

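The tests on regrouped libraries, title codes, tubule and sex covariates, chromosomal position, pseudogenes and sex slopes were chosen after the results they bear on had been seen. Those on GC content, leukocyte genes, library size, B-lineage genes and the side of WT replicate 2 were set out before.

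The gene counts were compared with those of other splits of the same libraries that keep the number of libraries of each genotype under each title code. For LCDD against DH-LMP2A, 1 of 8 such splits, the real one, gave as many as 334 genes. The other 27 of the 35 splits break the codes and gave at most 142 genes, with a median of 0. For LCDD against WT, 1 of 16 splits gave as many genes, and for DH-LMP2A against WT 1 of 16 did. With 8 or 16 splits the share cannot fall under 0.05, so the 3 counts cannot be told apart from an accident of grouping by this test. For the genes shared by both LCDD comparisons, 1 of 90 exchanges of the LCDD label within codes gave as many as 151, and the others gave at most 26. The number of gene sets was matched in 8 of 8 splits for LCDD against DH-LMP2A, 2 of 16 for LCDD against WT and 16 of 16 for DH-LMP2A against WT. Where the real split called 0 sets, in the first and last of these, every split had to match it, so those 2 shares carry no information. The p-value of the cell cycle set was as small in 1 of 8 splits against DH-LMP2A and 1 of 16 against WT.

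A hypothesis is that LCDD glomeruli hold more dividing cells at 6 months. The mean log2 fold change of the cell cycle set against DH-LMP2A, 1.51, was set against 10000 random sets matched on GC content, length and mean expression. No draw reached it, a permutation p of 1e-04, the smallest the draws can give, both without the block and with it. The draws sample genes rather than libraries and ignore the correlation between genes. That p therefore bears on GC content, length and expression alone, and not on the spread between libraries. A leukocyte score as a covariate left 1.40, the tubule score 1.56, the sex marker score 1.51, and thinning all libraries to the smallest total 1.49. The difference was positive under 4 of 4 title codes. LCDD replicates 3 and 4 had sex marker scores of -6.36 and 7.99 but set means of 2.43 and 2.37 log2 CPM, both above all DH-LMP2A and WT libraries (at most 1.57). GC content, leukocyte, tubule and sex composition, the code and library size therefore did not account for the change. The splits that keep the codes are too few to decide on an accident of grouping. The real split had the smallest camera p of the set among all 35, 0.00339 against 0.0158 for the next. The exact permutation p, which ignores the codes, was 0.0286 against DH-LMP2A and 0.00794 against WT (0.143 and 0.0794 adjusted over the sets). The adjusted camera p against DH-LMP2A is 0.0679. Which cells divide was not tested.

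Called genes lay close together on the chromosomes. In LCDD against DH-LMP2A, 170 of 334 called genes had another called gene with a different name stem within 1 Mb, against a mean of 122 in 10000 permutations within expression deciles (p = 1e-04, the smallest they can give). In LCDD against WT it was 132 of 308 against 105 (permutation p = 0.0061), and in DH-LMP2A against WT 21 of 105 against 15 (permutation p = 0.135). The window with the most excess for LCDD against WT was chromosome 7 from 40 to 50 Mb, where 12 of 129 tested genes were called, 11 of them higher (hypergeometric p adjusted over 283 windows 0.00132). For DH-LMP2A against WT, 2 windows passed. Chromosome 5 from 80 to 90 Mb had 4 of 23 genes called and 3 higher (hypergeometric adjusted p 0.00334). It holds Ugt2b38, called higher, and Jchain, called lower. Chromosome 6 from 60 to 70 Mb had 3 of 22 called and 0 higher (hypergeometric adjusted p 0.0479). It ends close to Igkc, which starts at 70726435, and 3 kappa variable genes were called lower in this comparison. The windows, unlike the neighbour count, keep genes of the same name stem, so gene families can raise their counts. No window passed for LCDD against DH-LMP2A, where the smallest adjusted p was 0.0814 (unadjusted 0.000338). A candidate explanation is that segments of different parental strains, on the mixed background, differ between the genotypes and carry linked expression differences. The tests on position do not separate such segments from neighbouring genes regulated together. Some of the calls, H2-Q6, Angptl7 and Masp2 among them, may thus reflect strain rather than the light chain. Not all of these were uniform within WT. Masp2 had 4 and 1 counts in WT replicates 1 and 2, the pools, and 24 to 39 in the single-mouse libraries. Angptl7 had 32 and 99 against 366 to 446, while H2-Q6 had 40530 to 54705 across WT. Pseudogenes were not more common among all called genes, at 6.89% of calls against 6.22% of other genes in LCDD against DH-LMP2A, 5.19% against 6.26% in LCDD against WT and 8.57% against 6.22% in DH-LMP2A against WT (Fisher's exact p = 0.569, 0.551 and 0.308). Among calls with an absolute log2 fold change of at least 4, 8 of 28 were pseudogenes in LCDD against DH-LMP2A (28.6% against 6.20% of the other tested genes, Fisher's exact p = 0.000226), 6 of 33 in LCDD against WT (18.2% against 6.21%, Fisher's exact p = 0.0151) and 2 of 31 in DH-LMP2A against WT (6.45% against 6.24%, Fisher's exact p = 0.720). The comparison was not matched on expression. Reads shared with near-identical copies may thus contribute to the largest LCDD differences.

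Sex composition may account for part of the differences from WT, since 4 of the 5 WT libraries had at most 1 Ddx3y count. A sex marker slope fitted in the 8 LCDD and DH-LMP2A libraries alone gave the sign of the change for 47.1% of the LCDD against WT calls (random lists 50.8%) and 54.3% of the DH-LMP2A against WT calls (random lists 61.5%). That slope called 0 genes itself, with 106 at an unadjusted p under 0.05, so the test had little power and leaves the question open. WT replicate 2, the WT pool with Y-linked counts, lay on the DH-LMP2A side of the other WT libraries in 51.4% of those 105 calls, no more than WT replicate 5 (55.2%). For the 5 largest rises, Slco1a1, Cyp2j13, Slc7a13, Cyp4a12a and Ugt2b38, WT replicate 2 lay on that side in 4, WT replicate 1, with 0 Ddx3y counts, in 3 and WT replicate 5 in 2. Their sex marker slopes had edgeR p from 0.560 to 0.988. The sex marker covariate changed their log2 fold changes against WT from 7.93, 6.96, 6.64, 6.33 and 6.27 to 6.60, 5.99, 5.76, 6.00 and 5.90, so the estimates stayed large while the calls were lost. For these 5 genes the lost calls are therefore not evidence that sex is the cause. Nor do their slopes argue against sex, since the fit that gave them had little power. The other lost calls were not examined in this way. In DH-LMP2A against WT the covariate took the calls from 46 to 0 higher and from 59 to 17 lower. Whether sex accounts for that uneven loss stays open.

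Immunoglobulin genes fell in both LCDD and DH-LMP2A against WT. Of 20 tested, 8 were called lower in LCDD and 6 in DH-LMP2A, and 0 were called between LCDD and DH-LMP2A, where 0 had an unadjusted p under 0.05. All 7 kappa variable genes were lower in DH-LMP2A than in WT, and 6 of 7 in LCDD. If fewer B-lineage cells were the cause, B-lineage genes outside these loci would fall alike. The mean log2 fold change of 6 such genes, Cd79a, Cd79b, Ms4a1, Pou2af1, Mzb1 and Derl3, was -0.39 in DH-LMP2A against WT where Igkc changed by -2.97, and -0.73 in LCDD against WT where Igkc changed by -2.47. These genes had 0.775 to 3.68 CPM in WT, and none was called. In LCDD, Cd79a, Ms4a1 and Cd79b had log2 fold changes of -1.63, -1.64 and -1.34, while Mzb1 and Derl3, at 0.0910 and 0.617, raised the mean. In DH-LMP2A the same 3 had -0.75, -0.81 and -1.05, while Pou2af1 and Derl3, at 0.364 and 0.502, raised the mean. Jchain, on chromosome 5 and so outside these loci, was not among the 6. It changed by -3.07 in LCDD and -3.41 in DH-LMP2A against WT, further than Igkc in each, and was called in both. The 6 genes had low counts and went both ways in each genotype, so their mean cannot decide the question. Fewer B-lineage cells thus remain a possible explanation for both LCDD and DH-LMP2A. The engineered loci of the genotypes are another that was not tested.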
